# Genomic approach to explore altered signaling networks of olfaction in response to diesel exhaust particles in mice

**DOI:** 10.1038/s41598-020-74109-6

**Published:** 2020-10-12

**Authors:** Su Ji Kim, Nahyun Kim, So Hyeon Park, Hyun Soo Kim, Jae-Jun Song, Bu-Soon Son, An-Soo Jang, Moo Kyun Park, Young Rok Seo

**Keywords:** Neuroscience, Environmental sciences, Health care, Neurology

## Abstract

Airborne pollutants have detrimental effect on the human body and the environment. Diesel exhaust particles (DEPs) are known to be major component of particulate matter (PM) and cause respiratory diseases and neurotoxicity. However, the effects of air pollutants on the sensory nervous system, especially on the olfactory sense, have not been well studied. Herein, we aimed to explore DEP-induced changes in the olfactory perception process. Olfactory sensitivity test was performed after DEP inhalation in mice. Microarray was conducted to determine the differentially expressed genes, which were then utilized to build a network focused on neurotoxicity. Exposure to DEPs significantly reduced sniffing in mice, indicating a disturbance in the olfactory perception process. Through network analysis, we proposed five genes (*Cfap69*, *Cyp26b1*, *Il1b*, *Il6*, and *Synpr*) as biomarker candidates for DEP-mediated olfactory dysfunction. Changes in their expression might provoke malfunction of sensory transduction by inhibiting olfactory receptors, neurite outgrowth, and axonal guidance as well as lead to failure of recovery from neuroinflammatory damage through inhibition of nerve regeneration. Thus, we suggest the potential mechanism underlying DEPs-mediated olfactory disorders using genomic approach. Our study will be helpful to future researchers to assess an individual’s olfactory vulnerability following exposure to inhalational environmental hazards.

## Introduction

Emission of diesel engine exhaust is a well-known representative cause of ambient air pollution, and diesel engines have been widely used in industrial sectors for transportation, mining, and agriculture^1^. Diesel exhaust particles (DEPs) consist of an elemental carbon core, adsorbed organic compounds such as polycyclic aromatic hydrocarbons, and small amounts of nitrate, sulfate, and other metals^2^. Most DEPs are less than 1 μm in diameter^3^. Research-based evidence has shown that DEPs can exert adverse effects on human health, especially in respiratory and cardiovascular systems, given that they contain toxic substances and are very small in size^4–7^. Furthermore, there is increasing evidence to show that various air pollutants including DEPs are correlated with neurotoxicity^8–10^.

The olfactory system is one of the most developed and sensitive molecular-sensing organ systems. It is composed of the olfactory epithelium (OE) that is made up of olfactory sensory neurons (OSNs) inside the nasal cavity, and olfactory bulb (OB) in the forebrain^11^. Once inhaled air containing odor molecules enter the nasal cavity, OSN receptors, the first part where the entered molecules encounter, detect the odorants. Then, OSNs initiate sensory transduction that spreads the electric response into the glomerulus in the olfactory bulb through axonal guidance^12,13^. This series of process is called olfactory perception. Sniffing is mechanical sensing by inhalation via the nose and is known as essential behavior for olfactory perception^14^. Indeed, olfactory dysfunction with reduced number of sniff times is observed in patients with neurological diseases^15,16^.

Olfactory impairment can be attributed by various factors such as aging, air pollution, airway allergy, and exposure to toxic chemicals. Especially in terms of air pollution, Ueha et al. demonstrated that cigarette smoke decreases the number of mature OSNs by up-regulation of tumor necrosis factor (*Tnf*) and interleukin 6 (*Il6*)^17^. Further, Cheng et al. showed that nanoscale particulate matter (nPM) induces oxidative stress and inflammatory responses in the OE^18^. However, DEP-mediated dysregulation of olfaction has been poorly studied. A recent study using a rodent model suggested that maternal exposure to DEPs affected neurodevelopment by nanoparticles penetration into the fetal olfactory structure^19^.

In this study, we aimed to explore alterations of olfactory function in response to DEP exposure in mice. We conducted olfaction sensitivity tests after DEP inhalation in mice. To understand the signaling network associated with DEP-induced olfactory dysfunction, pathway analysis was also performed with differentially expressed genes (DEGs) from the microarray data. This would provide a better understanding for further studies on the mechanism of DEP-mediated olfactory disturbance.

## Results

### Exposure to DEPs decreases olfactory sensitivity in mice

To assess the harmful effect of DEPs on olfactory perception, sensitivity test was conducted by counting the sniffing times and seconds in mice. Additionally, we used both attractive and aversive scents to distinguish the difference in behavior depending on the exposure to preferred and non-preferred odorants. In the group with aversive scent, sniffing times and seconds are generally lower than group with attractive scent. As a result, after DEPs exposure for four weeks, the frequency and duration of sniffs decreased significantly in both attractive and aversive scent except for the seconds in aversive odorant only (Fig. 1). This suppression in sniffing suggests that inhalation of DEPs may lead to decreased ability of olfactory perception, because sniffs are an important factor in evaluating the ability to recognize odorants.

**Figure 1:**
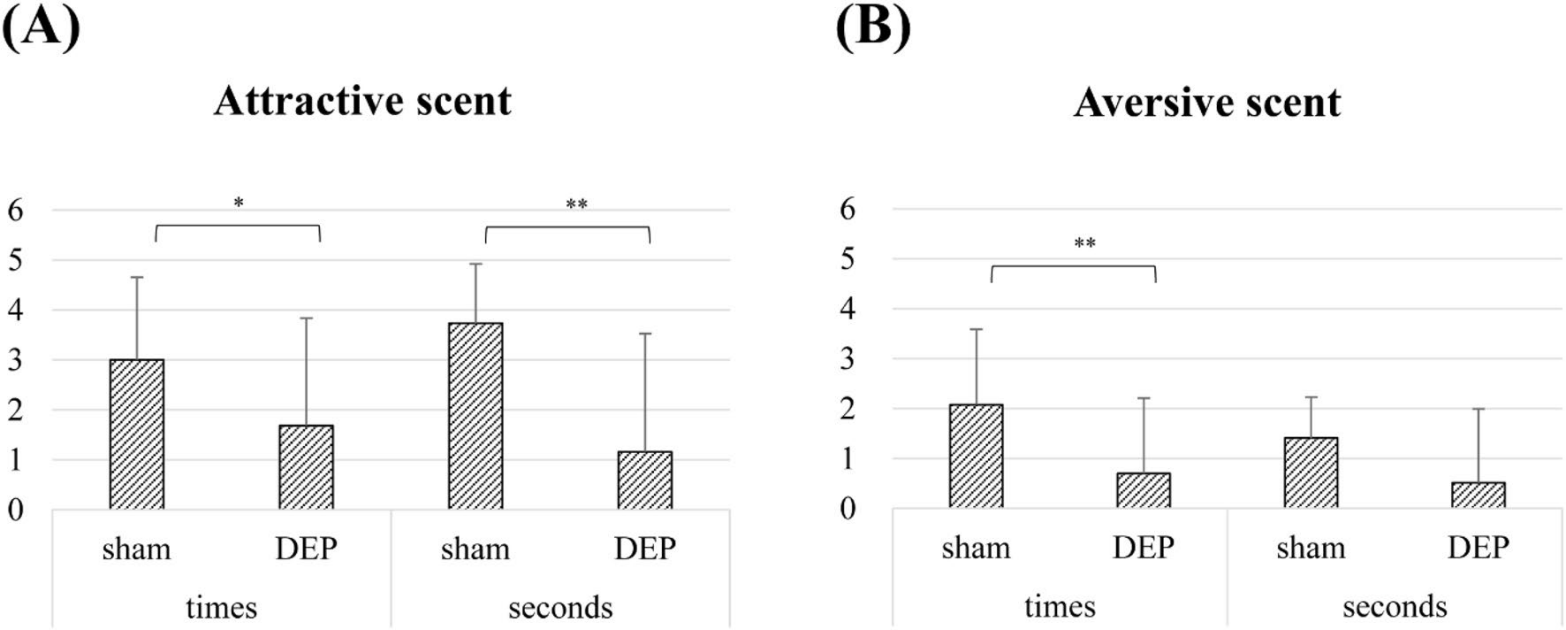
Exposure to DEPs decreases olfactory sensitivity in mice. (**A**) Sniffing times and seconds were measured using 10% peanut butter solution as the attractive scent. Both times and seconds significantly decreased after DEP inhalation. (**B**) Sniffing times and seconds were measured using 10% trichloroacetic acid solution as the aversive scent. The number of sniffing significantly decreased in mice that inhaled DEPs. Statistical significance was indicated as * for *p*-value ≤ 0.05 and as ** for *p*-value ≤ 0.01.

### DEPs alter the expression of genes involved in olfactory reception and sensory transduction networks

We screened genes whose expressions were altered in response to DEP exposure, through microarray data according to strict standards with a *p*-value ≤ 0.01 and |fold change| ≥ 2. 

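RNA from the nasal tissue of DEP-exposed and control mice was compared on Agilent arrays that carry both RNAs at once, with the RNA of exposed mice labelled with Cy5 and that of control mice with Cy3. After 4 weeks of exposure, 4 such arrays were measured on 1 slide, and after 8 weeks 3 more arrays were measured on another slide. The dyes were not swapped on any array, and the slide and the exposure time divide the arrays in the same way. For each array the authors deposited the output of the Feature Extraction software, which holds the median intensity of each spot and of its background, a background-subtracted and dye-normalized intensity, and the log10 ratio of the normalized intensities. The normalization by GeneSpring that the paper names is not part of these values. Here the median intensities were background-corrected with limma's normexp method (offset 50), and the log2 ratio of DEP over control was normalized within each array by loess. On replicate 2 of 4 weeks, 9 spots with a local background far above their signal distorted this correction and shrank the log2 ratios of dim probes, so 4-week changes of dim genes given here tend to be too small. A linear model with 1 mean per exposure time was fitted to all 7 arrays, and the 4-week mean was tested against 0. Of 39429 probes, the 25162 that were well above background in either channel on at least 3 arrays were tested, and they stand for 20664 genes or transcripts. On the 4-week arrays, between 18601 and 23727 probes were well above background in the DEP channel and between 16985 and 22631 in the control channel. The number of arrays limits the precision of every value. The paper's text does not state how many mice contributed RNA to an array, or whether the control RNA was pooled.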

In all, 397 up-regulated genes and 134 down-regulated genes were differentially expressed by DEP exposure in the mouse nasal tissue. 

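At these thresholds, 140 genes had at least 1 up-regulated probe and 54 had at least 1 down-regulated probe after 4 weeks, which makes 193 genes in all because 1 gene had probes in both directions. Without a limit on the fold change, 5329 genes had an adjusted p of at most 0.05, 2877 of them up-regulated and 2480 down-regulated, and 8842 genes had an unadjusted p under 0.05. This adjusted count rested in part on single arrays, as it was 2858 without replicate 1, 2530 without replicate 3 and 2110 without replicate 4. It rose to 6273 without replicate 2, whose dim probes the background correction shrank and which the other fits keep. With median centring in place of loess, 311 of the genes at this adjusted p were up-regulated and 2347 down-regulated. With the background fitted without spots that the software marks as background outliers, an alternative chosen after seeing the data, 195 up-regulated and 84 down-regulated genes passed both thresholds, and 8473 genes had this adjusted p. Of the alternatives tried, the Feature Extraction processed signals moved the count of genes past both thresholds most, to 1162 up-regulated and 338 down-regulated genes. That centring gave 45 up-regulated and 136 down-regulated genes, so that the share of up-regulated genes changed from 72.5% to 25%. It moved the median log2 ratio of a 4-week array to as low as -0.13, and the processed signals moved it to as high as 0.17. The largest log2 ratios among genes past the thresholds were 3.66 for *Scgb2b2*, 3.57 for *Scgb1b2*, 3.56 for *Mucl2*, 3.50 for a predicted transcript without a gene symbol and 3.24 for *Scgb1b3*. The secretoglobin genes among them are close paralogs, and which of them a probe measured is uncertain. The lowest log2 ratios were -2.56 for *BC037156*, -2.30 for *Ambn*, -2.23 for *Sprr2d*, -2.17 for *Ada* and -1.85 for *Cxcl5*. Each of these 10 genes changed in its direction on 4 of 4 arrays, with SDs over the arrays between 0.05 and 0.56 and adjusted p between 3.3e-08 and 0.00031. *Ada* fell least on replicate 2, whose dim probes the background correction shrank, and *Scgb2b2* rose least on replicate 1. With the test that the methods name, *Sprr2d*, *Ada* and *Cxcl5* did not pass an adjusted p of 0.05. In its unpaired form that test also takes in differences in intensity between arrays.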

A total of 558 DEGs were input into the software (Table S2).

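Table S2 itself holds 531 entries, of which the paper lists 397 as up-regulated and 134 as down-regulated. Of these names, 308 up-regulated and 128 down-regulated ones could be matched to probes through the files' annotation and the RefSeq genes of GRCm38.p6. After leaving out dim probes and 1 name that is listed in both directions, 304 up-regulated and 126 down-regulated genes were compared. At 4 weeks, 285 of the up-regulated genes (93.8%) and 126 of the down-regulated genes (100%) had a log2 ratio in the listed direction. Their median log2 ratio was 0.56 (quartiles 0.32 and 1.02) for the up-regulated and -0.74 (quartiles -1.05 and -0.55) for the down-regulated genes. With any of their probes, 268 and 126 of the matched genes reached an adjusted p of at most 0.05 in the listed direction, and 78 and 38 passed both thresholds of the paper. With the processed signals, 282 and 109 of the listed genes passed both thresholds, and with the background fitted without outlier spots, chosen after seeing the data, 103 and 56. Centring on the median moved the share of genes in the listed direction most, from 95.6% to 92.1%. On single 4-week arrays that share lay between 94.7% and 95.3%. As sets, the up-regulated genes rose (adjusted p = 3.6e-46 by camera) and the down-regulated genes fell (adjusted p = 2.8e-44 by camera), and both results hold under fry (adjusted p = 0.00036 and 0.00051). The study chose this list on these samples, so these values are not independent evidence.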

Based on the results of the behavior test, we could conclude that DEPs disturb the olfactory perception process. Although a number of air pollutants are known to induce olfactory disorders, the exact mode of action of DEP-mediated olfactory dysfunction remains unclear. To explore the potential olfactory-specific mechanism altered by DEPs, we utilized the Pathway Studio software which enabled analysis of gene expression data to establish a signaling network composed of interactions between genes, cell processes, and diseases.

To construct olfaction-specific network, we first connected the identified DEGs with olfactory factors that include various types of cell, tissues, and organs such as olfactory supporting cell, olfactory mucosa, and OB, etc., provided by the Pathway Studio (Fig. 2A). The information of associations between DEGs and olfactory factors is summarized in Table 1. Among these entities, the main components of the olfactory system such as OB, OE, and ensheathing cells showed the highest number of connections in the network, implying that DEPs are involved in the genetic regulation of these factors. 

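Table 1 names 55 genes, 36 of them listed as up-regulated and 19 as down-regulated in Table S2, where the name CPYSL5 was read as DPYSL5. A log2 ratio could be given for 54 of them, since *Rgs8* was below background. At 4 weeks 53 had a ratio in the listed direction, and only *Cdh4* had not, with a log2 ratio of -0.06. An adjusted p of at most 0.05 was reached by 49 genes over all probes tested, and by 51 genes when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Both thresholds were passed by 14 genes. The up-regulated ones were *Csf3r*, *Epha5*, *Eya1*, *Kcna4*, *Mcam*, *Neurl1b*, *Pde4c* and *Sema4c*, and the down-regulated ones were *Ada*, *Cxcl1*, *Il6*, *S100a9*, *Sparc* (through a probe other than its brightest) and *Timp1*. Except for *Pde4c*, *Cxcl1*, *Il6*, *Sparc* and *Timp1*, they also passed at 8 weeks, with ratios that did not differ between the times. For those genes a dye bias of the probe and an effect of DEPs cannot be told apart, because the dyes were not swapped. With the processed signals 50 genes passed, with median centring 7, and with the background fitted without outlier spots 19, each chosen for this table after seeing the data. For the OB, which has 39 genes, 38 were in the listed direction, 34 had an adjusted p of at most 0.05 and 9 passed both thresholds. The OE and the ensheathing cells have 11 genes each, all in the listed direction, with 10 at an adjusted p of at most 0.05 in each and 3 and 4 past both thresholds. The olfactory system as an entity has 15 genes, of which 14 were in the listed direction, and the olfactory receptor neuron has 8, all in the listed direction. From the number of connections of these entities, the paper proposes that DEPs take part in the genetic regulation of the OB, the OE and the ensheathing cells.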

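*Cfap69* was measured by 2 probes. The brighter one had a log2 ratio of 0.51 ± 0.13 (SD, n = 4 arrays; standard error 0.064, adjusted p = 0.0015) and was higher in DEP tissue on 4 of 4 arrays. The other probe had a log2 ratio of 0.77 ± 0.17 (SD, n = 4; adjusted p = 0.00029), also higher on 4 of 4 arrays. *Cyp26b1* had a log2 ratio of 0.76 ± 0.26 (SD, n = 4; standard error 0.099, adjusted p = 0.0019) and was higher on 4 of 4 arrays. With median centring the log2 ratios were smaller and not significant, at 0.22 for the brighter probe of *Cfap69* (adjusted p = 0.36; 9.4e-05 to 0.56 over the alternatives) and 0.52 for *Cyp26b1* (adjusted p = 0.065; 0.00015 to 0.55 over the alternatives). The largest factor of either *Cfap69* probe was then 1.43, against 1.70 with loess. *Synpr* had a log2 ratio of -0.47 ± 0.34 (SD, n = 4; standard error 0.11, adjusted p = 0.023) and was lower on 4 of 4 arrays. This call did not hold when any array other than replicate 2 was left out. The log2 ratio of *Synpr* was then -0.51 without replicate 1 (adjusted p = 0.058), -0.38 without replicate 3 (adjusted p = 0.078) and -0.38 without replicate 4 (adjusted p = 0.094; 0.0013 to 1.00 over the alternatives). These fits keep replicate 2, whose dim probes the background correction shrank and where *Synpr* was at -0.04. Without replicate 2 the log2 ratio was -0.61 (adjusted p = 0.0045). *Synpr* was also not significant when only the 4-week arrays were fitted (adjusted p = 0.067). With the test that the methods name, unpaired or paired within arrays, none of the 3 genes passed an adjusted p of 0.05. The unpaired form also takes in differences in intensity between arrays, and both forms keep replicate 2. None of the 3 genes passed both thresholds of the paper, except with the processed signals, where all 3 did, *Cfap69* only through its dimmer probe (log2 ratio 0.67 for the brighter one). With the background fitted without outlier spots, chosen after seeing the data, their log2 ratios were 0.58, 0.89 and -0.58.

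**Figure D1:**
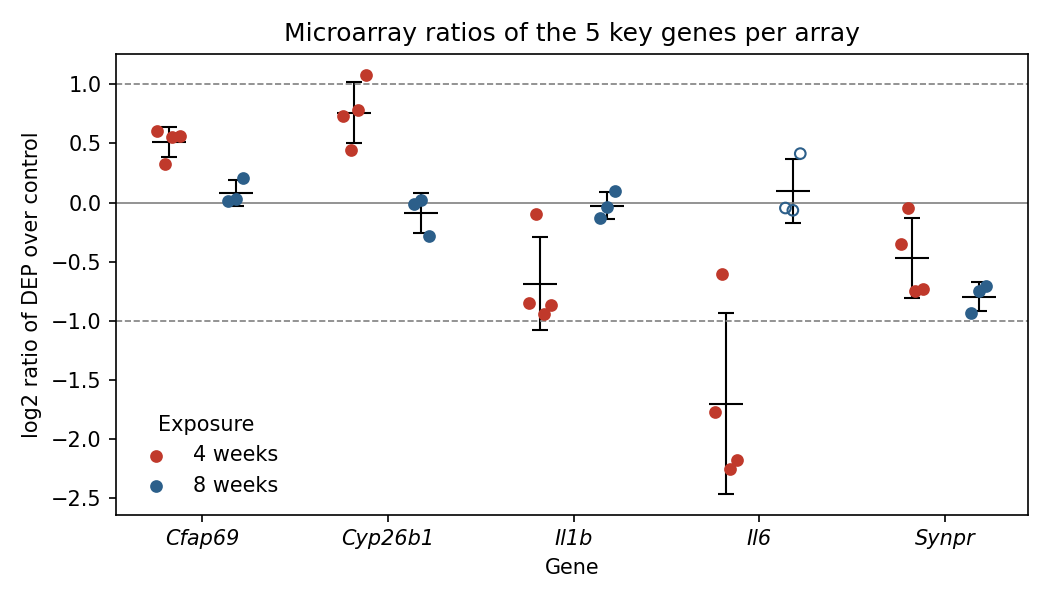
Log2 ratio of DEP over control for *Cfap69*, *Cyp26b1*, *Il1b*, *Il6* and *Synpr*, with 1 point per array, after 4 weeks (red) and 8 weeks (blue) of exposure. Horizontal bars give the mean and vertical bars the SD, dashed lines mark a 2-fold change, and open circles mark arrays where both channels were not well above background. At 4 weeks all 4 points of a gene lie on the same side of 0.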

Among the DEGs, cilia and flagella associated protein 69 (*Cfap69*) and cytochrome P450 family 26 subfamily B member 1 (*Cyp26b1*) were up-regulated genes, and interleukin 1 beta (*Il1b*), *Il6*, and synaptoporin (*Synpr*) were down-regulated genes, and suggested to be the main contributors in the network considering the number of references and connectivity with other entities. 

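*Il1b* had a log2 ratio of -0.69 ± 0.39 (SD, n = 4 arrays; standard error 0.13, adjusted p = 0.0092) at 4 weeks and was lower in DEP tissue on 4 of 4 arrays. Replicate 2 stood apart with a log2 ratio of -0.10, against -0.94 to -0.85 on the other arrays, and with the background fitted without outlier spots, chosen after seeing the data, its log2 ratio was -0.93 and the mean -0.90. *Il6* had a log2 ratio of -1.70 ± 0.76 (SD, n = 4; standard error 0.24, adjusted p = 0.0029), was lower on 4 of 4 arrays and passed both thresholds, and with that background fit its log2 ratio was -2.09. A filter that asks for signals well above background in both channels on all 7 arrays removes *Il1b*, which was dim in the DEP channel of 1 array of 4 weeks, and *Il6*, which was well above background on all arrays of 4 weeks and on none of 8 weeks. With the test that the methods name, unpaired or paired within arrays, neither gene passed an adjusted p of 0.05. The unpaired form also takes in differences in intensity between arrays, and both forms keep replicate 2. *Il1b* passed both thresholds only with the processed signals. A list of 12 inflammation genes, of which 7 were tested, fell (FDR = 0.0020 by camera), and of the 6 that were well above background in both channels on at least 1 array of 4 weeks, 5 were lower, with a median log2 ratio of -0.57. In that list *Cxcl1* had a log2 ratio of -1.59 (adjusted p = 0.0058, lower on 4 of 4 arrays), *Ccl2* of -0.42 (adjusted p = 0.015, lower on 4 of 4) and *Nfkbia* of -0.44 (adjusted p = 0.0050, lower on 4 of 4). *Nos2* at 0.14 (adjusted p = 0.17, lower on 0 of 4) did not pass, and for *Tnf*, which was not well above background in the DEP channel on any array of 4 weeks, no ratio is given. The study picked 4 of the 7 genes from these samples, and the other 3, *Tnf* among them, gave an FDR of 0.27 by camera and 0.0054 by fry.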

Interestingly, pro-inflammatory cytokines encoded by *Il1b* and *Il6* were shown to be significantly inhibited by DEPs.

**Figure 2:**
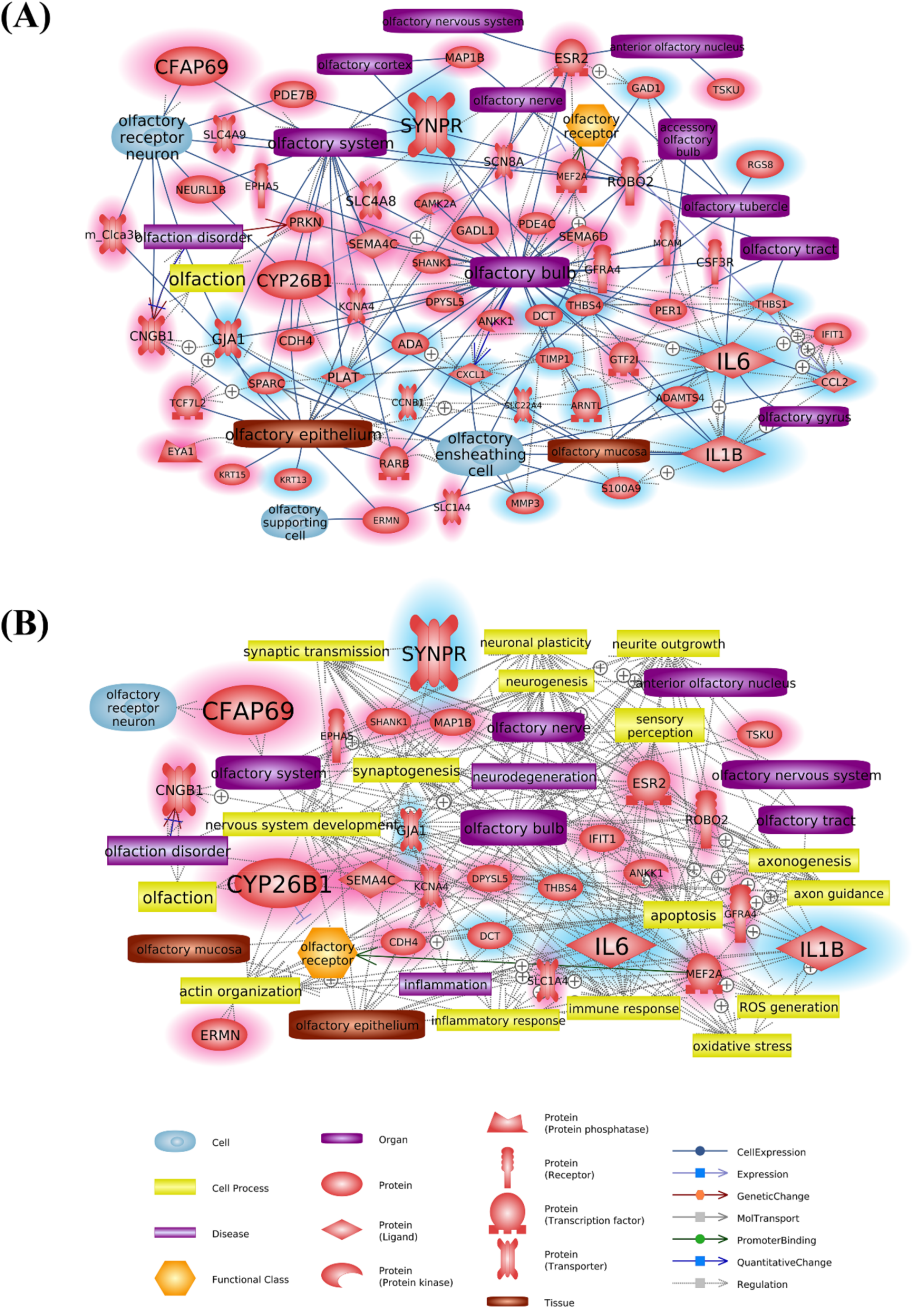
Signaling networks suggesting biological interactions of olfactory system- associated genes following DEP exposure. (**A**) A network consisting of connections between olfactory factors and significantly altered genes. Olfactory factors include various types of cell, tissues, and organs. (**B**) Expanded network with cell process and disease of olfactory-associated genes. Genes highlighted in red and blue color indicate the pattern of increased and decreased expression, respectively. The major contributing genes in the network considering the number of references and connectivity rate are marked lager than other entities. The legend for entities is at the bottom of the figure.

**Table 1:** List of genes connected with olfactory factors.

Entity	Type	Relation	Gene
Accessory olfactory bulb	Organ	Cell expression	GAD1, PER1
		Regulation	ROBO2
Anterior olfactory nucleus	Organ	Cell expression	ESR2, TSKU
Olfactory bulb	Organ	Cell expression	ANKK1, ARNTL, CAMK2A, CCL2, CCNB1, CDH4, CSF3R, CXCL1, DCT, CPYSL5, EPHA5, ESR2, GAD1, GADL1, GFRA4, GJA1, GTF2I, IFIT1, IL1B, IL6, KCNA4, MCAM, PDE4C, PER1, PLAT, PRKN, RARB, ROBO2, SCN8A, SEMA4C, SEMA6D, SHANK1, SLC4A8, SYNPR, THBS4, TIMP1
		Regulation	CYP26B1, GJA1, MCAM, MEF2A, PRKN, ROBO2, THBS1
		Quantitative change	CXCL1
Olfactory cortex	Organ	Cell expression	IL1B, MAP1B
Olfactory ensheathing cell	Cell	Cell expression	CCL2, CXCL1, GJA1, IL1B, IL6, MMP3, ROBO2, S100A9, SLC1A4, SPARC
		Molecular transport	MMP3
		Regulation	RARB
Olfactory epithelium	Tissue	Cell expression	CYP26B1, ERMN, ESR2, GJA1, KCNA4, PLAT, RARB, ROBO2
		Regulation	EYA1, IL1B, IL6, KCNA4, PLAT
Olfactory gyrus	Organ	Cell expression	IL6
Olfactory mucosa	Tissue	Cell expression	IL1B, IL6
Olfactory nerve	Organ	Cell expression	MAP1B, ROBO2, SCN8A
		Regulation	ROBO2
Olfactory nervous system	Organ	Cell expression	ESR2
Olfactory receptor neuron	Cell	Cell expression	CFAP69, CNGB1, CYP26B1, EPHA5, GJA1, m_Clca3b, PDE7B, ROBO2
		Regulation	CFAP69
Olfactory supporting cell	Cell	Cell expression	ERMN
Olfactory system	Organ	Cell expression	ADA, CDH4, CFAP69, GJA1, MAP1B, NEURL1B, PLAT, RARB, ROBO2, SEMA4C, SLC4A8, SLC4A9, SPARC, SYNPR
		Regulation	CFAP69, MAP1B, PLAT, PRKN
Olfactory tract	Organ	Cell expression	PER1, ROBO2, THBS1
Olfactory tubercle	Organ	Cell expression	ESR2, GAD1, IL1B, PDE7B, RARB, RGS8

To determine altered biological functions depending on gene expression change induced by DEP exposure, the expanded network was analyzed. This includes cellular processes and diseases regulated by DEGs and functionally associated with olfactory factors (Fig. 2B). The gene list in connection with the cell process, functional class, and disease is indicated in Table 2. Expanded cellular processes were mainly involved with apoptosis, nervous system development, neurite outgrowth, axon guidance, and inflammatory response. 

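Table 2 holds 25 gene names, of which 24 could be compared because CDH is not a gene name in Table S2. At 4 weeks 23 of these genes had a log2 ratio in the direction listed there, 20 had an adjusted p of at most 0.05, and 21 did when adjusted over the list alone. As these genes were picked from the same samples, the smaller list gives no independent evidence. *Epha5*, *Il6*, *Kcna4* and *Sema4c* passed both thresholds, and with the processed signals 22 genes did. Of the 13 genes of apoptosis all had the listed direction, 10 an adjusted p of at most 0.05, and *Il6* alone passed both thresholds. Nervous system development has 15 genes, with 14 in the listed direction, 13 at that adjusted p and 3 past both thresholds. Neurite outgrowth has 12 genes, with 11 in the listed direction and 9 at that adjusted p. For axon guidance 6 of its 7 names were compared, and all 6 had the listed direction, 5 at that adjusted p. The 6 genes of the inflammatory response all had the listed direction and that adjusted p. *Sema4c*, which is listed under axon guidance and nervous system development, had a log2 ratio of 1.15 (adjusted p = 1.9e-05) and was higher on 4 of 4 arrays.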

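Neuronal plasticity is linked to 8 genes in Table 2, 4 of them listed as up-regulated and 4 as down-regulated, and each had the listed direction and an adjusted p of at most 0.05 at 4 weeks. The same held for all 10 genes linked to synaptic transmission. Of the 7 genes linked to axonogenesis, 6 had the listed direction and 5 that adjusted p, and *Cdh4* had not. For each of the 3 processes, 2 genes passed both thresholds of the paper. These were *Il6* and *Epha5* for neuronal plasticity and for axonogenesis, and *Il6* and *Kcna4* for synaptic transmission. *Epha5* had a log2 ratio of 1.05 (standard error 0.064, adjusted p = 2.9e-05) and *Kcna4* of 1.08 (standard error 0.11, adjusted p = 0.00063), each higher on 4 of 4 arrays. Both also passed at 8 weeks, with ratios that did not differ between the times. A dye bias of their probes and an effect of DEPs therefore cannot be told apart. How many other processes in the Pathway Studio database hold as many of these genes was not analysed here.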

Consistent with the result of the behavioral test, we found that DEP-exposure would have the greatest impact on the nervous system, because most DEGs linked to olfactory factors (Fig. 1A) were associated with neuronal plasticity, synaptic transmission, and axonogenesis. Moreover, intracellular roles of the abovementioned key genes were analyzed to explore their biological functions in the network and were schematized in Fig. 3. Although there was no association of *Cfap69* with cell process or disease as it has been rarely studied, the connectivity ratio was the highest in the pathway. *Cyp26b1* appeared to disturb the olfaction process through inhibition of the olfactory receptor. Moreover, *Synpr* expressed in the OB was shown to regulate synaptic transmission. Both *Il6* and *Il1b* were associated with similar cell processes including inflammatory response, neuronal plasticity, and neurite outgrowth.

**Table 2:** List of genes related to cell process, disease, and functional class altered by DEP exposure.

Entity	Type	Relation	Gene
Actin organization	Cell process	Regulation	DPYSL5, EPHA5, ERMN, ESR2, GJA1, IL1B, IL6, MAP1B, MEF2A, ROBO2
Apoptosis	Cell process	Regulation	ANKK1, CYP26B1, DCT, ESR2, GFRA4, GJA1, IFIT1, IL1B, IL6, MAP1B, MEF2A, ROBO2, THBS4
Axon guidance	Cell process	Regulation	CDH, DPYSL5, EPHA5, ESR2, MAP1B, ROBO2, SEMA4C
Axonogenesis	Cell process	Regulation	CDH4, DPYSL5, EPHA5, IL6, MAP1B, MEF2A, ROBO2
Immune response	Cell process	Regulation	DCT, DPYSL5, ESR2, GJA1, IFIT1, IL1B, IL6, KCNA4, MEF2A, ROBO2
Inflammatory response	Cell process	Regulation	ESR2, GJA1, IL1B, IL6, MEF2A, THBS4
Nervous system development	Cell process	Regulation	CDH4, DPYSL5, EPHA5, ESR2, GJA1, IL1B, IL6, MAP1B, MEF2A, ROBO2, SEMA4C, SLC1A4, SYNPR, THBS4, TSKU
Neurite outgrowth	Cell process	Regulation	CDH4, DPYSL5, ESR2, GFRA4, GJA1, IL1B, IL6, MAP1B, MEF2A, ROBO2, THBS4, TSKU
Neurogenesis	Cell process	Regulation	CYP26B1, DPYSL5, EPHA5, ESR2, GJA1, MAP1B, MEF2A, ROBO2
Neuronal plasticity	Cell process	Regulation	EPHA5, ESR2, GJA1, IL1B, IL6, MAP1B, MEF2A, THBS4
Olfaction	Cell process	Regulation	CNGB1, ESR2
Oxidative stress	Cell process	Regulation	DCT, ESR2, GJA1, IL1B, IL6, MEF2A
ROS generation	Cell process	Regulation	ESR2, GJA1, IL1B, IL6, MEF2A
Sensory perception	Cell process	Regulation	ESR2, GJA1, IL6
Synaptic transmission	Cell process	Regulation	ESR2, GJA1, IL1B, IL6, KCNA4, MAP1B, MEF2A, SHANK1, SYNPR, THBS4
Synaptogenesis	Cell process	Regulation	EPHA5, ESR2, GJA1, IL1B, IL6, MAP1B, MEF2A, ROBO2, SHANK1, SYNPR, THBS4
Inflammation	Disease	Regulation	ESR2, GJA1, IL1B, IL6, THBS4
Neurodegeneration	Disease	Regulation	ESR2, IL1B, IL6, MAP1B
Olfaction disorder	Disease	Genetic change	CNGB1
		Quantitative change	CNGB1
		Regulation	CNGB1
Olfactory receptor	Functional class	Expression	CYP26B1, DPYSL5, EPHA5, ESR2, GJA1, MAP1B, MEF2A, ROBO2
		Promoter binding	MEF2A

**Figure 3:**
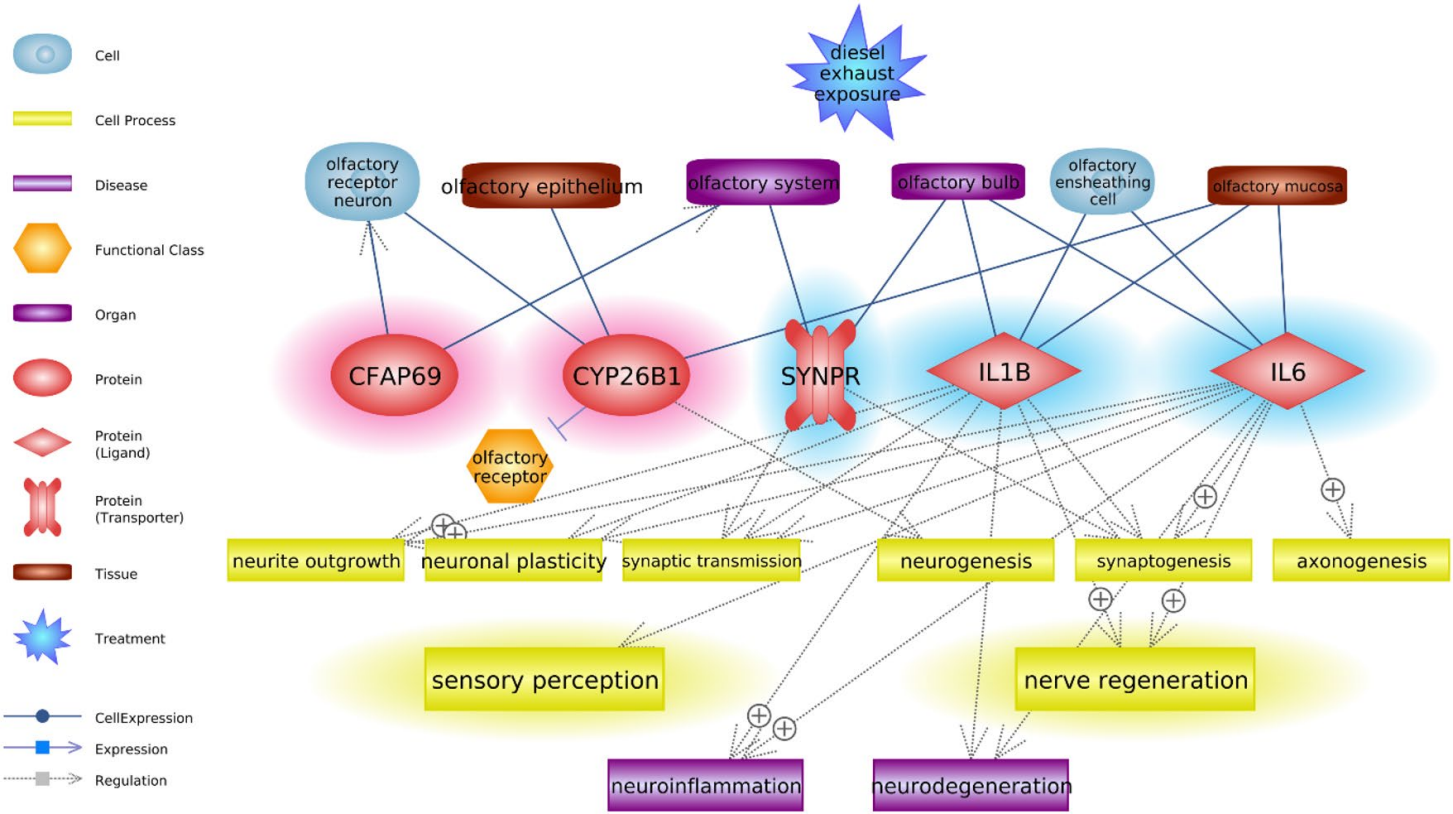
Schematic pathway for DEP-mediated olfactory dysfunction. Simplified signaling network of major genes altered by DEPs. Up- and down-regulated genes lead to olfactory disorders caused by neurotoxicity through inhibition of sensory perception and nerve regeneration. Genes highlighted in red and blue color indicate the pattern of increased and decreased expression, respectively. Main cell processes are highlighted in yellow color. The legend for entities is on the left side of the figure.

### Validation of the key genes suggesting DEPs-mediated olfactory dysfunction

To elucidate the expression trend of the suggested five key genes, we carried out qRT-PCR using the same nasal tissue used in microarrays. As indicated in Fig. 4, two up-regulated and three down-regulated genes were shown to be expressed in a similar manner to the microarray data.

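On the 4-week arrays the 5 genes differed between DEP and control tissue by mean factors of 1.43 (*Cfap69*, higher), 1.69 (*Cyp26b1*, higher), 1.61 (*Il1b*, lower), 3.25 (*Il6*, lower) and 1.38 (*Synpr*, lower). For *Cfap69* the factor of the other probe was 1.70. With the background fitted without outlier spots, chosen after seeing the data, the largest factor of any probe was 1.89 for *Cfap69*, 1.85 for *Cyp26b1*, 1.87 for *Il1b*, 4.25 for *Il6* and 1.49 for *Synpr*. Table S1 also lists primers for *Gapdh*, and the paper's text does not name the reference gene of the qRT-PCR. On the arrays *Gapdh* was measured by 7 probes. The brightest had a log2 ratio of 0.57 ± 0.13 (SD, n = 4; standard error 0.12, adjusted p = 0.012) and was higher in DEP tissue on 4 of 4 arrays. The log2 ratios of the 7 probes ranged from -0.08 to 0.57. The value of the brightest probe was not significant with median centring (log2 ratio 0.29, adjusted p = 0.34), without replicate 1 (log2 ratio 0.52, adjusted p = 0.055) or with the test that the methods name in a form paired within arrays (adjusted p = 0.085). With the unpaired form of that test it was significant (adjusted p = 0.025), and its adjusted p ranged from 0.0040 to 0.34 over the alternatives. Its direction did not change under any scaling tried.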

**Figure 4:**
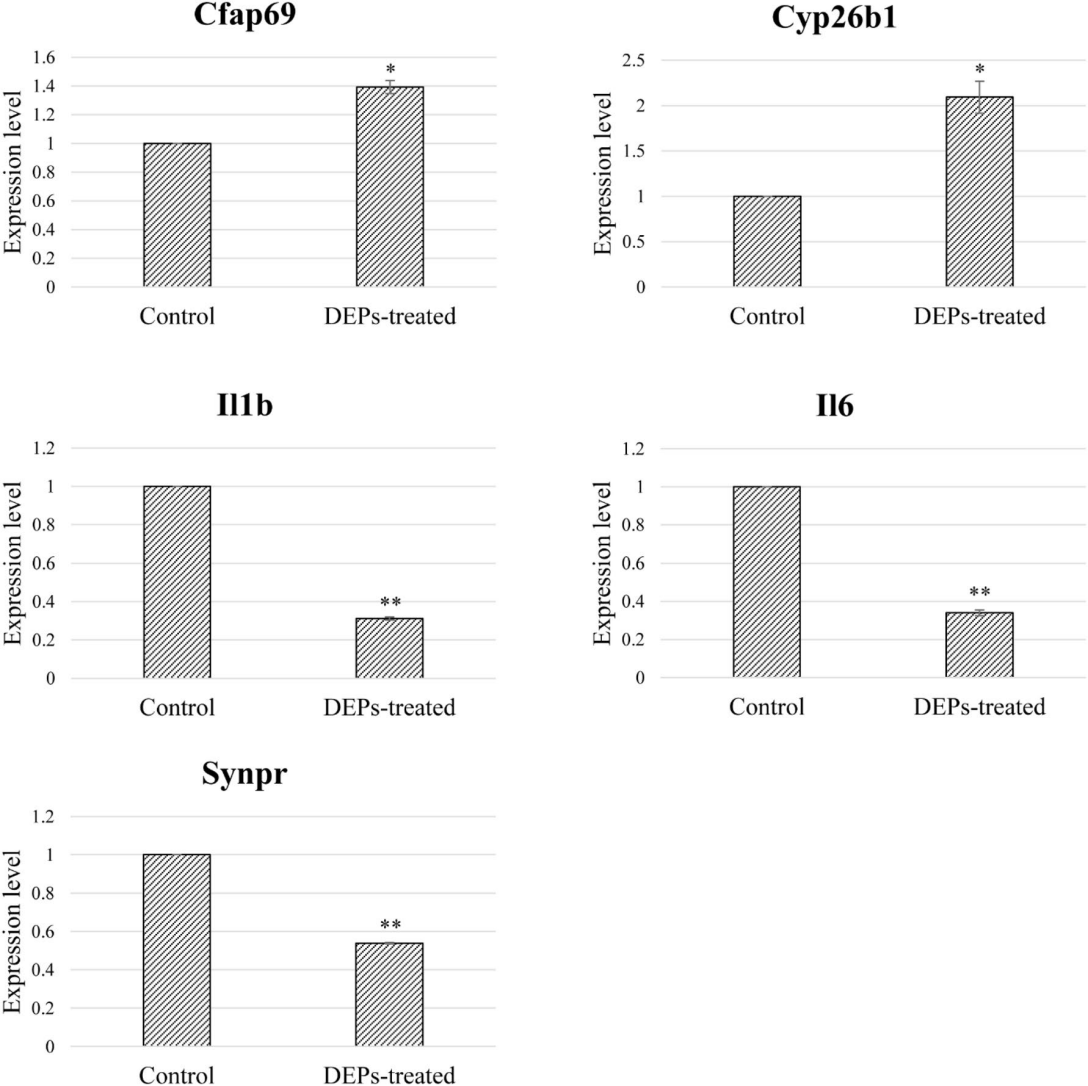
Validation of major gene expressions involved in DEP-mediated olfactory dysfunction pathway. The mRNA expression level of five key genes was verified using qRT-PCR. Each gene has an expression pattern consistent with the microarray result. Error bars represent means ± standard deviations. Statistical significance was indicated as * for *p*-value ≤ 0.05 and as ** for *p*-value ≤ 0.01.

## Discussion

There are increasing concerns about the diseases caused by air pollutants such as DEPs. Exposure to DEPs has been proven to be associated with respiratory tract diseases including asthma and chronic obstructive pulmonary disease^20–22^. Although neurodegenerative diseases such as Alzheimer’s and Parkinson’s disease have also been found to be correlated with air pollutants, the exact mechanisms of neurological damage induced by DEPs is still unclear. DEPs also have deleterious effects not only on the olfactory system but also on other sensory systems such as visual and auditory. Previous studies have reported that administration of DEPs caused disruption of ocular structure in mice and increased the inflammatory response in human middle ear epithelial cells^23,24^. In this regard we studied the effect of sub-acute inhalation of DEPs on sensory impairment, especially on olfactory system using mice model.

We conducted the olfactory sensitivity test by measuring the frequency and duration of sniffs. Sniffs are regarded as necessary acts for olfactory cognitive process to occur through OSN-mediated sensory transduction^14,25,26^. It was determined that an absence of mechanical stimulus led to the absence of an olfactory sensation^27^. Accordingly, whether the olfactory perception process works well can be assessed by measuring change in sniff behavior. Figure 1 shows that DEP exposure significantly reduced the sniffing frequency and duration. Based on this result, we hypothesized that DEPs would impair the olfactory perceptive capacity by interfering with the olfactory transduction process. In the present study, we explored putative biological mechanisms of the olfactory perception process through network analysis of DEGs following DEP inhalation.

To observe changes in gene expression depending on sub-acute DEP inhalation, we performed microarray with RNA extracted from the nasal tissues including nasal septum and turbinate in mice. Because the nasal cavity contains the OE where OSN-mediated olfactory transduction takes place, it is considered to be more appropriate than the OB for identification of genes that play an essential role in the olfactory cognitive process. Moreover, we re-screened DEGs from the nasal tissue to obtain more olfactory-specific genes by linking them with olfaction-related entities provided by the Pathway Studio database. Consequently, a reliable olfactory-related gene set was generated (Table 1).

Figure 2A shows interactions between DEGs and various olfactory-related factors present in the database. The blue lines that occupy most part of the relations indicate the expression of genes in the olfactory system such as the OB, OE, and OSNs. It is noteworthy that changes in the expression of these genes can lead to modulations of their molecular functions in each organ. We suggested five genes as biomarker candidates for DEP-mediated suppression of olfactory perception through the network analysis: two up-regulated genes—*Cfap69* and *Cyp26b1*—and three down-regulated genes—*Synpr*, *Il1b*, and *Il6*—in response to DEP exposure.

*Cfap69* is mainly enriched in the cilia of OSNs, where olfactory receptors detect odorant molecules. *Cfap69* facilitates the machinery of olfactory transduction to operate at an accurately regulated range of response kinetics to modulate olfactory behavior^28^. Accordingly, high expression of *Cfap69* does not facilitate optimal sensory transduction. *Synpr* encodes for synaptoporin, a membrane protein of synaptic vesicles. It has been reported that expression change of synaptoporin following sensory nerve injury leads to an alternation in the synaptic transmission^29^. Down-regulated *Synpr* would result in lower expression of synaptoporin, causing dysregulation of synaptic transmission in sensory terminals under DEP treatment. Expression change of these two genes by DEPs could interfere with the sensory transduction process, leading to failure of olfactory perception.

The other up-regulated gene, *Cyp26b1*, belongs to the cytochrome P450 family and has retinoic acid (RA)-metabolizing activity. RA, a metabolite of vitamin A, regulates the fate of olfactory progenitor cells, leading to olfactory neuronal production^30^. RA is also an essential regulator of regeneration in the mammalian olfactory pathway^31,32^. Indeed, vitamin A therapy in patients with olfactory impairment has contributed to functional recovery^33^. Accordingly, the up-regulation of *Cyp26b1* would suppress the regenerative process after DEP-induced olfactory damage by increasing RA degradation.

*Il1b* and *Il6* encode well known pro-inflammatory cytokines released from immune cells. Extensive studies have shown that DEPs induce pro-inflammatory cytokines regardless of exposure concentration and duration. Intriguingly, we observed significant downregulation of *Il1b* and *Il6*. This inconsistency might be attributed to abnormal immune function by DEP-mediated damage^34^. *Il1b* and *Il6* play essential roles to promote neuronal regeneration and to regulate sensory functions and processing after nerve injury^35–40^. The significantly altered expression of these two genes might lead to incomplete recovery against DEPs-induced sensory nerve injury by inhibiting nerve regeneration.

Figure 2B illustrates the cellular processes and diseases of olfactory-related genes, which revealed the molecular function of the DEGs in network and potential mechanism of olfactory dysfunction induced by DEPs. Cellular processes related to neuronal function had the most connections, indicating DEP-induced neurotoxicity. Furthermore, the network specifically included diseases related to sensory disturbance, such as inflammation, olfaction disorder, and neurodegeneration. In particular, because olfactory disorder is a major clinical manifestation of neurological diseases^41^, neuroinflammatory and neurotoxic response by DEP inhalation might cause decline of olfactory function. This is in agreement with the roles of the five key genes in inhibiting sensory transduction and nerve damage repair. Through the expanded network analysis, we proposed that DEP-mediated modulation of gene expression in the mouse nasal cavity might lead to disturbance of olfactory perceptual processes including olfactory reception and sensory transduction in OSNs.

Although expression level of crucial genes was validated via qRT-PCR and consistent with the microarray results (Fig. 4), further functional studies are needed to confirm the exact mechanism of DEP-induced olfactory dysfunction. As the complexes of the olfactory system and participating proteins are involved and interact with each other in the odor recognition process, there is a limit to suggesting altered olfactory function by identifying changes in expression of a single gene and subsequent cellular process.

In summary, among the DEGs owing to DEP exposure in the mouse nasal cavity, *Cfap69*, *Cyp26b1*, *Il1b*, *Il6*, and *Synpr* appear to be major contributors in olfactory network and are closely associated with expression in the olfactory system such as OB, OE, and OSNs. Moreover, changes in the expression of these genes may not only control sensory transduction in the olfactory perceptual process via inhibition of axonal guidance and neurite outgrowth but also have a harmful effect on the recovery of olfactory nerve damage by interrupting neuronal regeneration (Fig. 3). Although further studies on the mechanism are required, we believe our study provides a better understanding for DEP-mediated olfactory disorders such as anosmia and hyposmia via DEG-based molecular network analysis. This study might help to improve healthcare system for assessing individual olfactory sensitivity in response to environmentally harmful substances.

## Methods

### Animals preparation and DEP exposure

All animal experiments were conducted according to the guidelines approved by the Institutional Animal Care and Use Committee at Soonchunhyang University Medical School (SCHBC-Animal-2014-013). All experimental protocols were approved by the Institutional Animal Care and Use Committee of Soonchunhyang University Medical School. Specific pathogen-free, 6-week-old female BALB/c mice were used for animal experiments. DEPs (National Institute of Standards and Technology, Gaithersburg, MD, USA) were sterilized by autoclaving and were suspended in saline solution for 30 min before exposure to mice. The DEP-treatment group (n = 8) inhaled 100 μg/m^3^ DEPs via an ultrasonic nebulizer (NE-UO7; Omron Corporation, Tokyo, Japan) for one hour per day, five days a week, for four weeks, with an output of 1 mL/min and 1- to 5-µm particle size^42^. The control group (n = 8) was treated with saline solution under the same conditions as the experimental group. After DEP exposure, animals were sacrificed to gain access to the nasal cavity including the nasal septum and turbinate. The head was separated under anesthesia. After the jaw and nose were removed, nasal tissues including the nasal septum and turbinate between the incisive papilla and second molar were collected.

### Olfactory sensitivity test

The procedure of olfactory sensitivity test was described in our previous study^43^. Before the test, mice were habituated to the testing cage for 30 min. Mice were given distilled water, 10% peanut butter solution, and 10% trichloroacetic acid solution as the control, attractive, and aversive odor, respectively in separate cages (n = 8/group). Each solution was infiltrated into 2 × 2-inch square filter paper, which then was placed on one side of the cage. Mice were introduced to each odor for 3 min, and all sessions were video-recorded. After the test period, mice went through a rest period in another clean, empty cage for 6 min to neutralize the previous odor. The total number and time taken of sniffs were measured after the experiment.

### Microarray

Total RNA from the nasal tissue was extracted using RNeasy Mini kit (Qiagen, Germany) according to the manufacturer’s protocols. Quality control of total RNA was performed using an Agilent 2100 Bioanalyzer (Agilent Technologies, USA). The value of RNA integrity number (RIN) was higher than 8. Microarray was conducted using a Low Input Quick Amp Labeling Kit (Agilent Technologies, USA) following the manufacturer's instructions. Purified cRNA was hybridized on the Mouse Gene Expression Microarray chip 4x44K V2 (ID G2519F-026655; Agilent technologies) with a Gene Expression Hybridization kit (Agilent Technologies, USA), per the manufacturer's instructions. After hybridization, array chips were scanned by the Agilent DNA Microarray Scanner, and signals were quantified using the Feature Extraction Software (Agilent Technologies, USA). Data normalization was analyzed with the GeneSpring Software (Agilent Technologies, USA).

### Network analysis

We identified the list of DEGs from the microarray data on the basis of *p*-value ≤ 0.01 and |fold change| ≥ 2 by using the ExDEGA software version 2.0 (Ebiogen, Korea, https://www.e-biogen.com/). To analyze the signaling network involved in DEP exposure-induced alterations of olfaction, a text mining-based analytical tool, Pathway Studio version 12.1.0.9 (Elsevier, USA, https://www.pathwaystudio.com/) was used. The interactions between DEGs and olfactory-related factors pertaining to the cell, tissue, and organ were visualized and analyzed. We also constructed an expanded pathway containing additional entities such as cellular processes and diseases. To uncover the key genes that contribute significantly to the network, connectivity ratio was considered, which means the percentage of the number of connections a gene has on its network to the number of all connections a gene has on the Pathway Studio database was considered.

### Quantitative real time polymerase chain reaction (qRT-PCR)

The cDNA was synthesized from the extracted RNA using ImProm-II™ Reverse Transcription System (Promega, USA), per the manufacturer’s protocols, and was mixed with SYBR Premix Ex Taq (Takara Bio, Japan). Then, qPCR was performed using Rotor-Gene Q (Qiagen, Germany) per the following thermal cycling conditions: initial denaturation at 95 °C for 5 min, followed by 40 cycles of denaturation at 95 °C for 5 s, annealing at 58 °C for 20 s, and extension at 72 °C for 20 s. The primer sequences are shown in Table S1.

### Statistical analysis

All graph data are expressed as means ± standard deviations (SDs). All experiments were carried out in triplicate. The differences between the control and DEP-treated group were analyzed using the Student's *t* test. *P* values less than 0.05 or 0.01 were considered to indicate statistical significance.

## Supplementary information

Supplementary Tables.

## Data Availability

The microarray data analyzed during the current study are available in the NCBI Gene Expression Omnibus (accession number: GSE114719).

# Supplementary material for: Genomic approach to explore altered signaling networks of olfaction in response to diesel exhaust particles in mice
**Source:** Sci Rep. 2020 Oct 12;10:16972. doi: 10.1038/s41598-020-74109-6
**Supplement:** Supplementary file 1 — Supplementary Tables.

**Genomic approach to explore altered signaling networks of olfaction in response to diesel exhaust particles in mice**

Su Ji Kim ^1^, Nahyun Kim ^2^, So Hyeon Park ^2^, Hyun Soo Kim ^1^, Jae-Jun Song ^3^, Bu-Soon Son ^4^, An-Soo Jang ^5^, Moo Kyun Park ^2*^, and Young Rok Seo ^1*^

**Supplementary Information**

**Table S1. Sequences of primers used in qRT-PCR**

| **Gene** | **Forward (5’→3’)** | **Reverse (5’→3’)** |
| --- | --- | --- |
| *Cfap69* | AAACTTACCGGGCTTATCTG | CTGCTCTCTCTGCTTATGTG |
| *Cyp26b1* | AAAAGAGACCTCGCCTCA | AGACTACATCACCCATTAATGCTA |
| *Gapdh* | GAGAAACCTGCCAAGTATG | GTTGCTGTAGCCGTATTC |
| *Il1b* | AGTTGACGGACCCCAAAAGAT | GTTGATGTGCTGCTGCGAGA |
| *Il6* | CTTCCATCCAGTTGCCTTCTTG | AATTAAGCCTCCGACTTGTGAAG |
| *Synpr* | TGACTGATAACGTCCAATGA | AGAACCCTCTTTGGGAATAG |

**Table S2. Differentially expressed genes by DEPs exposure in mouse nasal cavity.**

How the deposited data were processed for this re-analysis (not part of the article)

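Nasal tissue of female BALB/c mice was compared between DEP exposure and control on Agilent mouse 4x44K arrays, with 4 arrays after 4 weeks and 3 arrays after 8 weeks of exposure. The sample labels give the exposure time, the replicate number and the dye of each RNA, and the paper's text reports on the exposure of 4 weeks only. DEP RNA was labelled with Cy5 and control RNA with Cy3 on every array. The 4-week arrays lie on 1 slide and the 8-week arrays on another, so slide and exposure time cannot be told apart.

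The authors deposited 1 text file per array, as written by Feature Extraction 10.10.1.1. Its median signals are intensity values of the spots and their local backgrounds, with no background subtraction and no normalization. The processed signals in the deposited files are intensity values that the software background-subtracted, detrended and dye-normalized within the array. The deposited ratio is the log10 of the processed Cy5 signal over the processed Cy3 signal. It equals that ratio within a tolerance of 0.001 on 66.3% to 86.7% of the 43020 spots that are not controls, and is set to 0 on 13.4% to 33.8% of them. The GeneSpring normalization and the ExDEGA selection named in the paper's methods are not part of the files and were not repeated.

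The values given here start from the median signals and median backgrounds. One alternative had been planned with mean signals, and it was run with median signals because the files hold no mean signals. With limma 3.58.1 in R 4.3.3, backgrounds were corrected by normexp with an offset of 50 and log2 ratios were normalized within arrays by loess. Spots that the scanner software marked as not uniform were left out, and repeated spots of a probe were averaged, which left 39429 probes. On replicate 2 of 4 weeks, 9 of 44397 spots had a local background more than 50 above their signal, with a lowest signal minus background of -111545 in the DEP channel, and the normexp fit took them in. Its fitted mean of the background-subtracted background was -614.5 (DEP) and -286.5 (control) on that array, against -16.2 to -9.7 on the other 4-week arrays, which adds a large constant to the corrected signals and shrinks the log2 ratios of dim probes. Replicate 1 of 4 weeks and replicate 2 of 8 weeks had 1 such spot each, the latter with a fitted mean of -67.5 in the DEP channel. The software marks all of these spots as background outliers. The values given here keep the correction as it was planned, and an alternative chosen after seeing the data fits the background without the marked spots and applies it to every spot. A probe was tested when it was well above background in either channel on at least 3 of the 7 arrays, which 25162 probes were. Of all probes, 28330 were named through an accession in the RefSeq genes of GRCm38.p6, and the others keep the name in the files. The tested probes stand for 20664 names, of which 15701 are gene symbols. No coordinates were used.

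One linear model over the 7 arrays gave a mean log2 ratio for each exposure time, their difference and the mean over all arrays, each tested by limma's moderated statistics. A gene was counted as changed when at least 1 of its probes had an unadjusted p of at most 0.01 and at least a 2-fold change, which are the paper's thresholds. It was also counted at a Benjamini-Hochberg adjusted p of at most 0.05 over all probes tested. The value of a single gene is that of its tested probe with the highest mean intensity, and among the genes with the largest changes the probe with the largest change was taken. Sets of genes were tested by camera with a preset correlation of 0.01 and by fry, adjusted over the 14 lists, and again without the genes of Table S2. The lists were mature olfactory neurons, olfactory receptors, vomeronasal receptors, motile cilia, squamous epithelium, tooth, neutrophils, skeletal muscle, the Per and the Bmal arm of the circadian clock, targets of AhR and of Nrf2, inflammation and secretoglobins. The same steps were tested on simulated arrays, in which they recovered 99.5% of 200 changed genes at the thresholds, with 9 unchanged genes called among 20664, and all 10 changed lists, with 0 of 90 unchanged lists called by camera and 1 by fry. Each changed gene was given a log2 ratio of 1.5 up or down, with independent noise and no gene spot below its background. These rates do not cover smaller changes, correlated genes or spots below their background.

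The genes named are the 5 key genes, *Gapdh*, at each exposure time the 5 highest and 5 lowest log2 ratios among genes past the thresholds with the same sign on every array, the members of the lists, the genes of Tables 1 and 2 that passed the thresholds, and *Xist* with Y-linked genes as a check of sex. The directions in the paper's tables were known when this rule was made. *Cdh4* and *Rgs8* fall outside the rule and were named after their values were seen.

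On single arrays, between 18601 and 25069 probes were well above background in the DEP channel and between 16985 and 26927 in the control channel, and no spot was saturated. No value of an array has a counting error, and the number of arrays limits the precision.

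The alternatives set before the data were examined were the processed signals, no background correction, median centring without loess, quantile normalization of the average intensities, no filter or a strict filter on dim probes, a fit of only the arrays of 1 exposure time, 1 probe per gene, leaving out each array in turn, the Student's t test named in the methods in its unpaired form and a form paired within arrays, a block for the replicate number, a random block for the slide, and fry in place of camera. The behavior test, the network of Pathway Studio and the qRT-PCR have no values in the files and were not analysed here. The files' grid coordinates and the spots of control probes other than the spike-in and negative controls were not used here.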

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

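The comparison of the spike-in controls between the slides, the tests of a dye bias, the tests of compressed ratios on replicate 2 and the fit of the background without outlier spots were chosen only after the results were seen.

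On the 4-week arrays, 5 of 35 results had 1 array that stood apart from the other 3 by more than chance gives for about 1 result in 20 (the gap to the nearest array over the range of all 4). Replicate 2 had the smallest change for *Il1b* (log2 ratio -0.10), *Ada* (-1.34), the median of the motile cilia list (0.046) and the median of the inflammation list (-0.10, which on that array is the value of *Il1b* itself). Replicate 1 had the smallest increase of *Scgb2b2* (3.31), for which no explanation was tested. Over the genes of Table S2, the log2 ratios of replicate 2 had a slope of 0.598 on the mean of the other 4-week arrays, and the others had larger slopes, up to 1.15. Among the dimmest of these genes its slope was 0.124, and among the brightest 0.93. Compression by the measurement on that array is a candidate explanation, and the values without background correction argue against it, as the slope for the dimmest genes was then 1.096, against 0.812 to 1.05 on the other 4-week arrays. Compression by the background correction used here is another, and the values it needs are there. The slope over the genes of Table S2 with the background fitted without outlier spots was 1.01, against 0.954 to 1.01 on the other 4-week arrays, and the SD of the log2 ratios on replicate 2 was 0.46 in place of 0.25. On replicate 2 the values were then -0.93 for *Il1b*, -2.58 for *Ada*, 0.25 for motile cilia and -0.59 for inflammation, and none of these stood apart. *Scgb2b2* on replicate 1 still did, at 3.31, and *Sprr2d* on replicate 1 did as well, at -2.26. The small changes on replicate 2 are therefore read as coming from the processing, and no biological explanation was tested. Without replicate 2, 282 genes passed both thresholds at 4 weeks, and the log2 ratio of *Il1b* was -0.88. The added background fit gave 278 genes.

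The log2 ratios differed between the exposure times for 569 genes at the paper's thresholds, 362 of them higher and 208 lower at 8 weeks. That balance depends on the scaling, with 993 higher and 1436 lower for the processed signals and 235 higher and 331 lower for median centring. Among the 35 splits of the arrays into groups of 4 and 3, only 1, the real one, gave as many genes. That share of 0.029 is the smallest this test can give, and it argues against chance without excluding it. The slides divide the arrays in the same way. The spike-in controls had a mean log2 ratio of 1.08 (0.91 to 1.30 on single arrays) on the slide of the 4-week arrays and -0.43 (-0.54 to -0.27) on that of the 8-week arrays. Their difference was -1.51. A technical difference between the slides could give it, but no value here separates that from a difference in the RNA of the tissue. A technical difference between the slides and an effect of the longer exposure therefore cannot be told apart, since each slide holds only 1 exposure time. The exposure time itself stays open and untested as a biological explanation, and all differences in the following paragraph carry this limit.

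As 8-week minus 4-week log2 ratio, each with an adjusted p of at most 0.05 for the difference itself, the values were -0.43 for *Cfap69* (-1.12 for its other probe), -0.85 for *Cyp26b1*, 0.66 for *Il1b*, 1.80 for *Il6* and -0.72 for *Gapdh*. At 8 weeks *Il6* was not well above background in either channel, so no fold is given for it at that time, and 1.80 gives no size of a difference. Of the genes with the largest changes at 4 weeks, the difference was -2.10 for *Scgb2b2*, -3.09 for *Scgb1b2*, -3.66 for *Mucl2*, -3.60 for the predicted transcript without a symbol, -1.94 for *Scgb1b3*, 0.90 for *BC037156*, 3.82 for *Ambn* and 1.70 for *Cxcl5*. Of those with the largest changes at 8 weeks, it was 3.49 for *Scgb2b20*, 2.87 for *Scgb1b7*, 2.30 for *Scgb1b19*, 2.83 for a probe without a gene name, 2.76 for *Scgb2b7*, -4.75 for *Amy1*, -4.02 for a transcript named only by its Ensembl identifier, -4.33 for *Smr3a*, -3.40 for *Bpifa2* and -3.28 for *Cst10*. The secretoglobins are paralogs, and which of them a probe measured is uncertain. At 8 weeks *Mucl2* was dim in the DEP channel and the predicted transcript in both, so their differences give no size either, and at 4 weeks *Cst10* was well above background on only 1 of 4 arrays in each channel. The median difference was -0.86 for the mature olfactory neuron list, 0.14 for vomeronasal receptors, 0.44 for squamous epithelium, 1.61 for tooth, -0.56 for skeletal muscle, -0.82 for the Per arm and 1.06 for the Bmal arm of the clock, and 0.66 for inflammation, which is the value of *Il1b* itself in a list that holds *Il6*. The genes that Table S2 lists as up-regulated differed by a median of -0.16 (adjusted p = 0.00017 by camera and 0.11 by fry), and those listed as down-regulated by 0.63 (adjusted p = 5.9e-17 by camera and 0.0048 by fry).

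The paper does not report the arrays of 8 weeks. At 8 weeks 589 genes passed both thresholds, 418 up-regulated and 171 down-regulated, and 7350 genes had an adjusted p of at most 0.05. The adjusted count was 4079 without replicate 2 and 4506 without replicate 3 of that time. With 3 arrays only 4 patterns of reversed signs exist, of which 1, the real one, gave as many genes, so chance cannot be excluded in this way. With median centring, which moved the median log2 ratio of an 8-week array to as low as -0.33, the genes past both thresholds were 161 up-regulated and 601 down-regulated, so the share of up-regulated genes changed from 71.0% to 21.2%. The largest log2 ratios were 4.49 for *Scgb2b20*, 4.43 for *Scgb1b7*, 4.07 for *Scgb1b19*, 3.92 for a probe without a gene name and 3.89 for *Scgb2b7*. The lowest were -4.80 for *Amy1*, -4.43 for the transcript named by its Ensembl identifier, -4.40 for *Smr3a*, -4.04 for *Bpifa2* and -3.26 for *Cst10*. Of the 14 lists 9 changed at 8 weeks (FDR at most 0.05 by camera), and all 9 of them did so under fry, which called 10.

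No array has the dyes swapped, so a dye bias of single probes is a candidate explanation for genes past the thresholds. If it were the whole cause and the same on both slides, the ratios at the exposure times would be alike. Of the genes past the thresholds at 4 weeks, 46.1% differed between the times (adjusted p of the difference), and of those at 8 weeks 76.9%, which argues against this bias as the whole cause of either set. Of the 94 genes that passed at both times in the same direction, 15 differed between the times with every probe that passed, which argues against this bias as their whole cause. For the other 79, a dye bias and an effect of DEPs cannot be told apart, because a dye swap would be needed.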

How the results depend on the processing

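All alternatives named here were set before the values were seen, except those for the genes of Table 1 and the fit of the background without outlier spots, which were chosen after seeing the data. No value past a threshold changed its direction under any alternative run. Where a value below moved, the cause was not tested unless it is named.

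With the Feature Extraction processed signals, 1496 genes passed both thresholds at 4 weeks (193 in the values given beside the claims), 1643 at 8 weeks (589), 2426 for the difference between the times (569) and 796 over all arrays (172). At an adjusted p of at most 0.05 they were 10046 at 4 weeks (5329) and 8486 for the difference (5211). The share of Table S2 genes in the listed direction was 96.3% at 4 weeks (95.6%) and 63.0% at 8 weeks (64.4%), and 50 genes of Table 1 passed both thresholds (14). Of the 193 genes at 4 weeks, 179 remained past the thresholds. The cause was not tested.

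Without background correction, 8961 genes had an adjusted p of at most 0.05 at 4 weeks. With the background fitted without outlier spots, 8473 genes did, 4773 of them up-regulated and 3789 down-regulated, and the other counts, tables and lists stayed within the limits, with 278 genes past both thresholds at 4 weeks, 190 of them among the 193, 630 at 8 weeks, 665 for the difference and 214 over all arrays. Its construction shows the cause, since it removes the shrinking of dim probes on replicate 2 of 4 weeks.

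Median centring without loess changed the number at that adjusted p to 2654 at 4 weeks (311 up-regulated and 2347 down-regulated), to 855 for the difference between the times and to 6824 over all arrays. It left 98 of the 193 genes past the thresholds at 4 weeks. The share of Table S2 genes in the listed direction became 92.1% at 4 weeks and 60% at 8 weeks, and 7 genes of Table 1 passed. The log2 ratio at 4 weeks became 0.22 for the brighter probe of *Cfap69* and 0.52 for *Cyp26b1*, neither significant, and the cause was not tested. The largest factor of either *Cfap69* probe was then 1.43. Quantile normalization of the average intensities leaves log2 ratios unchanged by its construction.

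Without a filter on dim probes, the share of Table S2 genes in the listed direction was 95.2% at 4 weeks. The strict filter gave 65.8% at 8 weeks and no value for *Il1b* and *Il6*, which it removes. Taking 1 probe per gene does not apply to the values of single genes. These shares moved because other genes are compared.

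A fit of only the 4-week arrays gave 3000 genes at an adjusted p of at most 0.05 at 4 weeks (5329), and *Synpr* at a log2 ratio of -0.47 was no longer significant. A fit of only the 8-week arrays went the other way, with 8629 genes at 8 weeks (7350). Having fewer arrays to estimate the spread therefore does not explain both. The joint fit gives both times 1 estimate of the spread, and a larger spread at 4 weeks would move both counts this way. Each key gene had a larger SD at 4 weeks, as *Synpr* with 0.34 against 0.12, and *Gapdh* a smaller one (0.13 against 0.41). By limma, *Synpr* had an unadjusted p of 0.0032 in the joint fit and 0.012 with only the 4-week arrays. The spread of the log2 ratios over all genes was not compared. With the unpaired Student's t test named in the methods, 224 genes had that adjusted p at 4 weeks and 508 at 8 weeks, and with the test paired within arrays 357 and 134. At both thresholds these tests gave 164 genes each at 4 weeks, and 547 and 486 at 8 weeks. With neither form was any key gene significant after adjustment at 4 weeks, where the log2 ratios are the same by construction (0.51 for *Cfap69*, 0.76 for *Cyp26b1*, -0.69 for *Il1b*, -1.70 for *Il6* and -0.47 for *Synpr*), nor was *Synpr* at 8 weeks (-0.80). These tests estimate the spread from 1 gene at a time, and at 4 weeks they keep replicate 2. The unpaired form also takes in differences in intensity between arrays, which were not scaled to each other. At 4 weeks the unadjusted p, unpaired and paired, was 0.40 and 0.040 for *Il1b* and 0.58 and 0.068 for *Synpr*. It was 0.020 and 0.021 for *Il6* and 0.00016 and 0.0029 for *Gapdh*. No further cause was tested. With fry in place of camera, all 14 lists changed at 4 weeks (9 by camera).

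Leaving out 1 array at a time gave between 188 and 282 genes past both thresholds at 4 weeks, between 574 and 623 at 8 weeks, between 501 and 614 for the difference and between 166 and 233 over all arrays. At an adjusted p of at most 0.05 it gave between 2110 (without replicate 4) and 6273 (without replicate 2) genes at 4 weeks, with 2858 without replicate 1 and 2530 without replicate 3. At 8 weeks it gave between 4079 (without replicate 2) and 5114 genes, with 4506 without replicate 3. For the difference the range was 2753 to 5157, with the lowest values without 8-week replicate 2 (2753) and 8-week replicate 3 (3016). Over all arrays it was 2153 to 4007, with the lowest values without 4-week replicates 1 (2636) and 4 (2436) and without 8-week replicates 1 (2295) and 2 (2153). The cause was not tested. The log2 ratio of *Synpr* at 4 weeks ranged from -0.61 to -0.38, and of these 4 values only the one without replicate 2 was significant. The share of Table S2 genes in the listed direction ranged from 95.1% to 95.6% at 4 weeks and from 64.2% to 66.0% at 8 weeks.

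With the replicate number as a block, over replicates 1 to 3 of each time, 1674 genes differed between the times at an adjusted p of at most 0.05 and 539 at both thresholds, against 3711 and 546 for the same 6 arrays without the block. The numbers do not pair the arrays, as deviations of arrays with the same number correlated across probes at r = 0.024, 0.034 and -0.0044, no more than those of arrays with different numbers (-0.067 to 0.055). With the slide as a random block, 751 genes had that adjusted p over all arrays, since the block sets the difference between the slides against the mean.

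Of the 30 counts of genes tried at 4 weeks under alternatives, 19 stayed within 1.5 times the value given, and of 28 at 8 weeks 23 did. For the key genes, 52 of 68 values at 4 weeks and 61 of 63 at 8 weeks kept their side of the threshold. For other named genes 143 of 152 values at 4 weeks did, with 9 no longer significant, and 129 of 139 at 8 weeks, with 9 no longer significant and 1 newly so. For single lists 116 of 126 values at 4 weeks and 107 of 112 at 8 weeks did.

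The signal over background limits the dimmest probes. Of the 39429 probes, 8257 were well above background on no array in either channel, and 14819 passed the strict filter.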

Differences from the paper's values

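The fit of the background without outlier spots and the tests of 60 combinations of signals, arrays, test and filter named below were chosen after seeing the values.

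For up-regulated genes at 4 weeks the paper gives 397, and the value here was 140. None of the alternatives set before the data were examined brought the count within 1.5 times the paper's. They gave 1162 with the processed signals, 197 without background correction, 45 with median centring, 140 with quantile normalization of the average intensities, 140 without a filter, 123 with the strict filter, 139 with only the 4-week arrays and 140 with 1 probe per gene. Leaving out replicates 1, 2, 3 and 4 gave 126, 194, 138 and 143. The unpaired test named in the methods gave 129, and its paired form 128.

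For down-regulated genes at 4 weeks the paper gives 134, and the value here was 54. Of the alternatives set before the data were examined, median centring without loess, with 136 genes, brought the count within 1.5 times the paper's, and 55 of the genes it called are listed as down-regulated in Table S2. The others did not, with 338 for the processed signals, 85 without background correction, 54 with quantile normalization of the average intensities, 55 without a filter, 50 with the strict filter, 52 with only the 4-week arrays, 49 with 1 probe per gene, 63, 89, 54 and 60 without replicates 1, 2, 3 and 4, 35 with the unpaired test named in the methods and 36 with its paired form.

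With the background fitted without outlier spots, chosen after seeing the values, the counts were 195 up-regulated and 84 down-regulated genes, neither within 1.5 times the paper's.

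Of 60 combinations run after the values were seen, 12 gave both counts within 1.5 times the paper's. From 4-week arrays these were the processed signals of replicates 1, 3 and 4 with the test paired within arrays, which gave 488 up-regulated and 108 down-regulated genes with the filter and 488 and 131 without it. Both, chosen after seeing the values, drop 136 of the 308 up-regulated and 56 of the 128 down-regulated genes of Table S2 that match a probe. From the 8-week arrays, which are not those of the exposure the paper reports, 8 combinations did so, with 344 to 428 up-regulated and 142 to 170 down-regulated genes, of which at most 85 and 15 are in Table S2, so that at least 223 and 113 of its genes are dropped. From all 7 arrays, the processed signals with the filter gave 569 and 146 genes in the paired form, dropping 182 and 88 genes of Table S2, and 303 and 126 in the unpaired form, dropping 212 and 86.

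The paper lists *Cfap69*, *Cyp26b1*, *Il1b* and *Synpr* among genes past both thresholds, and here only *Il6* of the 5 key genes passed them. All 5 had the direction the paper gives on 4 of 4 arrays and an adjusted p of at most 0.05. With the processed signals all 5 passed both thresholds, with factors of 2.08 for *Cfap69* (only through its dimmer probe, as the brighter one had a log2 ratio of 0.67), 2.16 for *Cyp26b1*, 3.06 for *Il1b*, 6.17 for *Il6* and 2.02 for *Synpr*. With the strict filter and with either form of the test named in the methods none passed, and with each other alternative run only *Il6* did. Of the 55 genes of Table 1, 14 passed both thresholds here, 50 with the processed signals, and between 7 and 19 with the other alternatives, which were chosen for this table after seeing the data. For *Cdh4*, listed as up-regulated, the log2 ratio was -0.06, and with the processed signals at least 1 of its probes passed both thresholds as up-regulated. Of the 304 genes listed as up-regulated that could be compared, 19 were lower in DEP tissue, and of the 126 listed as down-regulated none was higher.

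The paper gives 558 DEGs as put into the software and 531 in its lists of up-regulated and down-regulated genes. Table S2 holds 531.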

Other observations

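Only the counts of list genes that were well above background in both channels on at least 1 array of that time were chosen after the results were seen, and where no other setting is named the values come from the background correction that shrinks dim probes on replicate 2 of 4 weeks.

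Over all 7 arrays, 172 genes passed both thresholds, 129 up-regulated and 43 down-regulated, and only 1 of 64 patterns of reversed signs, the real one, gave as many. That share of 0.016 is the smallest this test can give, and it argues against chance without excluding it. With median centring the split was 26 up-regulated and 155 down-regulated. At 4 weeks alone 8 patterns exist, of which 1, the real one, gave 193 genes. This test alone cannot exclude chance there because 8 patterns are too few, and the next pattern gave 9 genes. Across 24816 probes, which are not independent replicates, the mean log2 ratios of the exposure times correlated at r = 0.25. Single arrays correlated at r = 0.40 to 0.49 within 4 weeks, 0.71 to 0.88 within 8 weeks and 0.086 to 0.29 between the times. Past both thresholds, 81 genes were up-regulated and 13 down-regulated at both times, and 6 had opposite directions.

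Of the genes that Table S2 lists, 207 of 304 up-regulated ones (68.1%, median log2 ratio 0.27) and 70 of 126 down-regulated ones (55.6%, median -0.05) had the listed direction at 8 weeks. At that time *Synpr* had a log2 ratio of -0.80 (adjusted p = 0.0028, lower on 3 of 3 arrays), *Cfap69* of 0.08 (adjusted p = 0.44), which became -0.39 and stayed not significant with median centring, *Cyp26b1* of -0.09 (adjusted p = 0.59), which became -0.52 and stayed not significant with median centring, and *Il1b* of -0.03 (adjusted p = 0.92). The other probe of *Cfap69* was at -0.35 (adjusted p = 0.013), lower on 3 of 3 arrays. The brightest probe of *Gapdh* was at -0.15 (adjusted p = 0.43), and at -0.47 (adjusted p = 0.019; 0.019 to 0.90 over the alternatives) with the processed signals, and its sign changed to 0.07 without replicate 3 of that time. All 7 probes of *Gapdh* were lower, from -1.02 to -0.14, and the lowest (adjusted p = 0.0014, lower on 3 of 3 arrays) passed both thresholds.

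Both probes of *Xist* were well above background in the DEP channel of every array, and in the control channel on 1 and 0 of the 4 arrays of 4 weeks and on 3 and 1 of the 3 arrays of 8 weeks. Probes of *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*, which are Y-linked, were not well above background in either channel of any array, except 1 probe of *Eif2s3y* in the control channel of 1 array of 8 weeks.

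By camera, 9 of the 14 lists changed at 4 weeks, and all 9 changes hold under fry. The mature olfactory neuron list (13 genes, 1 of them in Table S2) had a median log2 ratio of 0.39 at 4 weeks, with 12 of 13 genes higher (FDR = 2.7e-06). A smaller share of mature olfactory neurons in the DEP samples would lower this list, and its rise argues against that at 4 weeks. Log2 ratios within an array are relative, so fewer neurons beside less of another tissue stays open. Its gene *Omp* had a log2 ratio of 0.92. With median centring the list's median was 0.06, still higher. At 8 weeks it was -0.46, with 12 of 13 lower (FDR = 1.6e-05). The 374 olfactory receptors tested, of which 236 were well above background at 4 weeks and 346 at 8 weeks, had a median of 0.03 at 4 weeks (FDR = 0.15, with a mean of -0.0082) and 0.0041 at 8 weeks (FDR = 0.79). With median centring they rose at both times, by medians of 0.04 and 0.0094, both significant, and without a filter on dim probes their medians were -0.02 and -0.03. The 58 vomeronasal receptors tested had a median of 0.04 at 4 weeks (FDR = 0.15, 30 of 58 well above background), which became 0.06 and significant with median centring, and -0.02 without the filter. At 8 weeks it was 0.16 (FDR = 0.00063, 52 of 58 higher, and 42 of the 47 well above background), and 0.04 and not significant without the filter. Motile cilia genes (13, of which 4 are in Table S2) had a median of 0.35 at 4 weeks (FDR = 0.00096, 12 of 13 higher) and 0.08 at 8 weeks (FDR = 0.20), which became -0.16 with median centring. Skeletal muscle genes (12) had a median of 0.16 at 4 weeks (FDR = 0.15), which became -0.15 with median centring and was 0.16 and significant without replicate 1, and -0.39 at 8 weeks (FDR = 0.0015, 10 of 12 lower). The 20 secretoglobins tested, 11 of them in Table S2, had a median of 1.66 at 4 weeks (FDR = 8.9e-15, 16 of the 19 well above background higher) and 1.17 at 8 weeks (FDR = 7.2e-09, 14 of the 16 well above background higher). Without the genes of Table S2 the medians were 0.43 (FDR = 0.0020) and 0.57 (FDR = 0.016). Since these genes are paralogs, the number that changed is uncertain.

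The squamous epithelium list (21 genes, 5 in Table S2) fell at 4 weeks with a median of -0.48 (FDR = 7.0e-09, 17 of the 20 well above background lower), and without the genes of Table S2 it still fell (median -0.41, FDR = 1.9e-05). Less squamous epithelium in the DEP samples is a candidate explanation. The fall without the genes of Table S2 cannot decide it, since it measures again the fall of the list that raised it. Single genes of the list did not all follow, as *Krt5* had a log2 ratio of 0.16, *Krt14* of -0.55 and *Krt6b* of -0.92, and *Tgm3* was higher at 0.55. At 8 weeks the median was -0.05 (FDR = 0.79), with a mean of 0.01, down by camera and up by fry, and 0.04 over the 19 genes well above background. Less of this tissue by dissection and an effect of DEPs on it both stay open.

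The tooth list (12 genes, 5 in Table S2) had a median of -0.38 at 4 weeks (FDR = 0.00025, 8 of the 10 well above background lower) and 0.80 at 8 weeks (FDR = 0.00010, 11 of 12 higher). In it *Amelx* had a log2 ratio of -1.48 and *Ambn* of -2.30. Less tooth tissue in the DEP samples at 4 weeks could give this. Without the genes that the study picked, the median was -0.26 (FDR = 0.27 by camera and 0.12 by fry). This cannot decide, because it leaves out the largest falls of the list, *Ambn*, *Amelx*, *Enam*, *Odam* and *Dspp* (-2.30 to -1.04). Of the genes it keeps, *Amtn* and *Mmp20* were not well above background in the DEP channel at 4 weeks. Less tooth tissue therefore stays open.

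The clock lists moved in opposite directions. At 4 weeks the Per arm (9 genes, 1 in Table S2) had a median of 0.32 (FDR = 0.0014, 7 of the 8 well above background higher) and the Bmal arm (4 genes, 1 in Table S2) of -0.51 (FDR = 0.038, 3 of 4 lower), which was -0.49 and not significant without replicate 1. At 8 weeks they had -0.50 (FDR = 0.0062, 8 of 9 lower) and 0.61 (FDR = 0.0096, 4 of 4 higher). A difference in the time of day at which DEP and control tissue was taken may give such a pattern. Without the genes of Table S2 the larger FDR of the 2 arms was 0.20 at 4 weeks (the Bmal arm by camera; 0.0046 by fry), against 0.010 by camera and 0.0027 by fry for the Per arm. The test does not decide there because camera and fry differ on the Bmal arm. At 8 weeks the larger FDR by camera was 0.022, so both arms still moved without those genes. That cannot decide on the time of day, since it measures again the movement of the lists that raised it. With median centring the Per arm at 8 weeks had a median of -0.81 and was not significant. An effect of DEPs on the clock stays open as well, as the times of sampling are not stated in the paper's text.

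For the fall of *Il1b* and *Il6* at 4 weeks, fewer neutrophils and a lower inflammatory response in general are candidate explanations. The neutrophil list (11 genes, 4 in Table S2) had a median of -0.40 (FDR = 0.011, 8 of 11 lower). Without the genes of Table S2 it was -0.30 (FDR = 0.051 by camera and 0.0027 by fry), just outside the limit by camera. The genes with its brightest probes, which need not be its most abundant ones, went different ways, with log2 ratios of 0.19 for *Ltf*, 1.26 for *Csf3r* and -1.71 for *S100a9*. The inflammation list without the genes of Table S2 has 3 genes, with an FDR of 0.27 by camera and 0.0054 by fry. Neither explanation is decided by these values, and both stay open. At 8 weeks the neutrophil list had a median of -0.34 (FDR = 0.024, 6 of the 9 well above background lower), which was -0.42 and not significant with median centring, and the inflammation list did not change (FDR = 0.39), with 4 of the 6 genes well above background higher.

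Polycyclic aromatic hydrocarbons on DEPs could induce targets of AhR, and DEPs could cause an oxidative stress response through Nrf2. The AhR targets (6 genes, *Nqo1* shared with the Nrf2 list) had a median of 0.23 at 4 weeks (FDR = 0.29 by camera and 0.038 by fry, 4 of 6 higher), which became -0.05 with median centring, and -0.13 at 8 weeks (FDR = 0.25 by camera and 0.015 by fry). The Nrf2 targets (8 genes) had a median of -0.24 at 4 weeks (FDR = 0.15 by camera and 0.043 by fry, 6 of 8 lower), which was -0.39 and significant by camera without replicate 1, and -0.52 at 8 weeks (FDR = 0.00066, 8 of 8 lower). Neither hypothesis is decided at 4 weeks by camera, and no rise of either list was significant by camera at 8 weeks.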
